A study of Homo sapiens with 24 samples. Its data were reported in "Epigenomic mapping identifies an enhancer repertoire that regulates cell identity in bladder cancer through distinct transcription factor networks" (2023).

How the data were processed

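Gene expression was measured by 3′ RNA-seq in 2 human bladder cancer cell lines, RT112 (luminal papillary, LumP) and SCaBER (basal/squamous, Ba/Sq). In this assay cDNA is primed with oligo-dT and reads start near the 3′ end of polyadenylated transcripts, so a transcript gives about the same number of reads whatever its length. Cells were transfected with siRNA in a lipid reagent. The 6 treatments per line were a control siRNA (siControl), either of a pair of siRNAs against ZBED2 (siZBED2-1 and siZBED2-2), a single siRNA against FOXA1 (siFOXA1), and siFOXA1 together with either ZBED2 siRNA (double knock-down). Each of the 12 groups held 2 libraries, 24 in all. Groups and replicate numbers were taken from the labels. The labels call the replicate number an experiment batch, so equal numbers were read as pairing samples. The labels name siFOXA1 number 1 in all libraries with a FOXA1 siRNA, while a figure legend of the study speaks of independent FOXA1 siRNAs, and the labels were followed. The methods of the study state a single amount of siRNA. Neither the sequences nor the total amount in the double knock-downs were used here.

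The authors deposited raw counts, which are whole numbers of reads per gene. Per the labels they ran raw-qc 2.1.0, trimmed reads with TrimGalore 0.6.2 (minimum quality 20, minimum length 10), aligned them single-end with STAR 2.6.1a to genome build hg38, and counted reads per gene with STAR on GENCODE release 29, with strandedness detected automatically. The methods of the study name build hg19 instead, and the settings deposited with the counts were taken as those of the files. No trimming of poly-A ends and no unique molecular identifiers were stated. The authors also deposited TPM values, in which each gene is divided by its length and each library is scaled to the same total. The tool that made them is not stated, and TPM column totals deviated from their nominal total by 0.85 at most. Length scaling does not suit 3′ reads, which do not grow with transcript length. Counts were therefore used for every main test, and TPM for a single alternative. The table held 58721 genes, of which 34121 had no count in any library, and 0 lines that name no gene. Symbols and Ensembl identifiers were used as the files give them, and 37176 symbols matched a gene of RefSeq on GRCh38.p14, from which coordinates (1-based) were taken. Pseudogenes and paralogs that share sequence with a gene can take part of its reads, because STAR counts unique alignments only.

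Total counts per library ran from 4425404 to 6119210. A count of 3, the upper limit that a count of 0 allows, was worth between 0.49 and 0.678 CPM (counts scaled to a common library total). Such floors cover counting error only, since PCR copies without molecular identifiers are not independent molecules. Replicates of every group differed by more than counting noise, with a chi-square per gene between 5.95 and 21.9, and correlated at 0.937 to 0.953 on the log2 CPM scale. Over all 276 pairs of libraries the lowest such value was 5.30, so no library was a copy of another. In each line 15 pairs of groups were checked for shared deviations of equal replicate numbers. The mean correlation of these deviations was 0.0336 in RT112 and 0.0259 in SCaBER, and 0 of the 15 pairs in either line exceeded 0.1. Across all genes the pairing thus comes from the labels alone. Of 12 list medians, 6 lists in each line, 2 moved in one direction from replicate 1 to replicate 2 in 6 of 6 groups, both upward: interferon in SCaBER and luminal transcription factors in RT112. The fit with the replicate number as a block is an alternative, and leaving out a single library parts it from those of equal number.

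Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with its quasi-likelihood F-test (glmQLFit and glmQLFTest), TMM normalization and filterByExpr by group (minimum count 10, minimum total count 15). The 12 libraries of a line entered a single fit with a mean per group, which shares the estimate of spread over the 6 groups, and 13264 genes were tested in RT112 and 13129 in SCaBER. The biological coefficient of variation was 25.8% in RT112 and 21.6% in SCaBER. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05. The contrasts were siFOXA1 against siControl, each ZBED2 siRNA and the mean of both (siZBED2) against siControl, the mean of both double knock-downs against siControl and against siFOXA1, and the interaction, which subtracts the siZBED2 change on siControl from that on siFOXA1. Additive fits compared the 6 libraries with and the 6 without the FOXA1 siRNA, and the 8 with and 4 without a ZBED2 siRNA. Differences between the lines were tested in a fit of all 24 libraries (14823 genes, biological coefficient of variation 24.5%). Log2 fold changes are given with an approximate SE, the absolute change divided by the square root of the F statistic of its test. This SE is unreliable for genes with few counts and for changes near 0. CPM is given as mean ± SD of 2 libraries on TMM-scaled library sizes.

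Gene lists were tested with camera from limma 3.58.1 at a preset inter-gene correlation of 0.01. The 6 lists were interferon response (57 genes), cell cycle (70), TNF and NF-kB signalling (30), luminal transcription factors (15, FOXA1 left out), luminal markers (16) and basal markers (24), with 0 genes in more than one of them. Of the interferon list, 13 members had been shown by the study from these libraries. The family of 36 list tests covered siFOXA1, siZBED2 and the double knock-down against siFOXA1 in both lines. Of the 18 tests that passed with camera, 12 also passed with fry, which estimates correlation from the residuals, and 7 with camera at an estimated correlation. A further 2 passed with fry and not with camera. Genes named below were FOXA1, ZBED2, STAT2, IRF9 and CD274, and 1 further gene of that choice is not reported here. In addition, the rule named for siFOXA1, siZBED2 and the double against siFOXA1 the 3 higher and 3 lower called genes with the smallest p among those with an absolute log2 fold change of at least 1 and no overlap of CPM between the arms, and up to 10 genes called in the same direction for both ZBED2 siRNAs in both lines. The groups, tests, lists, this rule and all but 3 alternatives were chosen before the data were examined. The 3 others left out the mitochondrial genes.

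The alternatives were DESeq2 1.42.0, edgeR with RLE size factors, no low-count filter, the replicate block, limma on log2(TPM + 1), a fit on the libraries of a contrast alone, and leaving out each library in turn. Comparisons that share control libraries correlate without any effect, so 20 simulations of unchanged groups gave the level to compare with. All their libraries, the shared controls included, were drawn from the siControl means and the fitted spread. The scripts were tested on a single simulated data set, with means and spread from the edgeR fit of RT112. Its 200 changed genes were drawn from tested genes with a mean of at least 10 CPM, so the recovery does not describe lower genes. With 2 libraries per group edgeR recovered 74.5% of them (95.0% at a log2 change of 2 and 54.0% at 1) and 5.10% of its calls over 12743 genes were false. DESeq2 recovered 75.0% with 11.8% false calls over 13264 genes, and edgeR with the block 74.5% with 5.70% over 12743. With limma 72.0% were recovered with 6.49% false calls over 12743, on simulated counts scaled to a common total without gene lengths. The limma run therefore does not test TPM itself. Tables were handled with Python 3.11.15 and pandas 2.3.3, and plots drawn with matplotlib 3.10.9. Chromatin data, mutant clones and tumour cohorts of the study were not analysed here.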

Results

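The transcriptional response to depletion of FOXA1, ZBED2 or both was measured by 3′ RNA-seq in RT112 and SCaBER cells, 2 lines derived from bladder cancers. FOXA1 is a forkhead transcription factor of luminal urothelial cells, and ZBED2 is a zinc finger transcription factor. The design held 6 treatments per line and 2 libraries per treatment, which made 24 libraries. Total counts ran from 4425404 to 5207195 in RT112 and from 4519668 to 6119210 in SCaBER, with medians of 4970078.5 and 5019026. Between 14121 and 16082 genes had at least 1 count in a library. The 10 most counted genes took between 7.97% and 20.97% of the counts of a library, and transcripts of the mitochondrial genome between 8.22% and 22.73%.

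The targeted genes were examined first, because their levels check the labels. FOXA1 (ENSG00000129514) lies on chromosome 14 at 37589552 to 37595249 of GRCh38. In RT112 it stood at 41.7 CPM ± 0.636 (SD, n = 2) under siControl and at 8.15 ± 1.85 (SD, n = 2) under siFOXA1, a log2 fold change of −2.36 (SE 0.38, adjusted p 5.68e-05), lower in 2 of 2 libraries. In SCaBER FOXA1 was low from the start. It had 20 and 28 counts in the siControl libraries and 4 and 6 in the siFOXA1 libraries, both lower, and this difference did not pass at this depth (log2 fold change −2.09, SE 1.23, adjusted p 0.272). All 4 double knock-down libraries of SCaBER were at or under the floor of 3 counts. With counts under 3 raised to 3, their mean was 7.73-fold lower than that of siControl, without allowance for counting error. ZBED2 (ENSG00000177494; chromosome 3, 111592900 to 111595346) stood at 19.5 CPM ± 3.75 in RT112 and 19.1 ± 0.0639 in SCaBER under siControl (SD, n = 2). With siZBED2-1 it changed by −3.97 in RT112 (SE 0.93, adjusted p 0.00624), where the libraries held 12 and 0 counts, and by −1.96 in SCaBER (SE 0.47, adjusted p 0.00848), where they held 12 and 40. With siZBED2-2 the libraries of RT112 held 38 and 36 counts (log2 fold change −1.52, SE 0.79, adjusted p 0.903). Those of SCaBER held 48 and 100 counts (−0.61, SE 0.43, adjusted p 0.844), against 101 and 96 under siControl. In CPM terms the library labelled SCaBER siZBED2-2 replicate 2 had 16.0, beside 19.1 and 19.2 in the siControl libraries, so this library showed little loss of its target. Over both siRNAs ZBED2 fell by 2.75 in RT112 (SE 0.68, adjusted p 0.0264), lower in 4 of 4 libraries. In SCaBER it fell by 1.29 (SE 0.37, adjusted p 0.072), also lower in 4 of 4, and with the replicate block that test gave an adjusted p of 0.031. Without siZBED2-1 replicate 1 the RT112 value was −5.55, since the remaining siZBED2-1 library had no count.

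**Figure D1:**
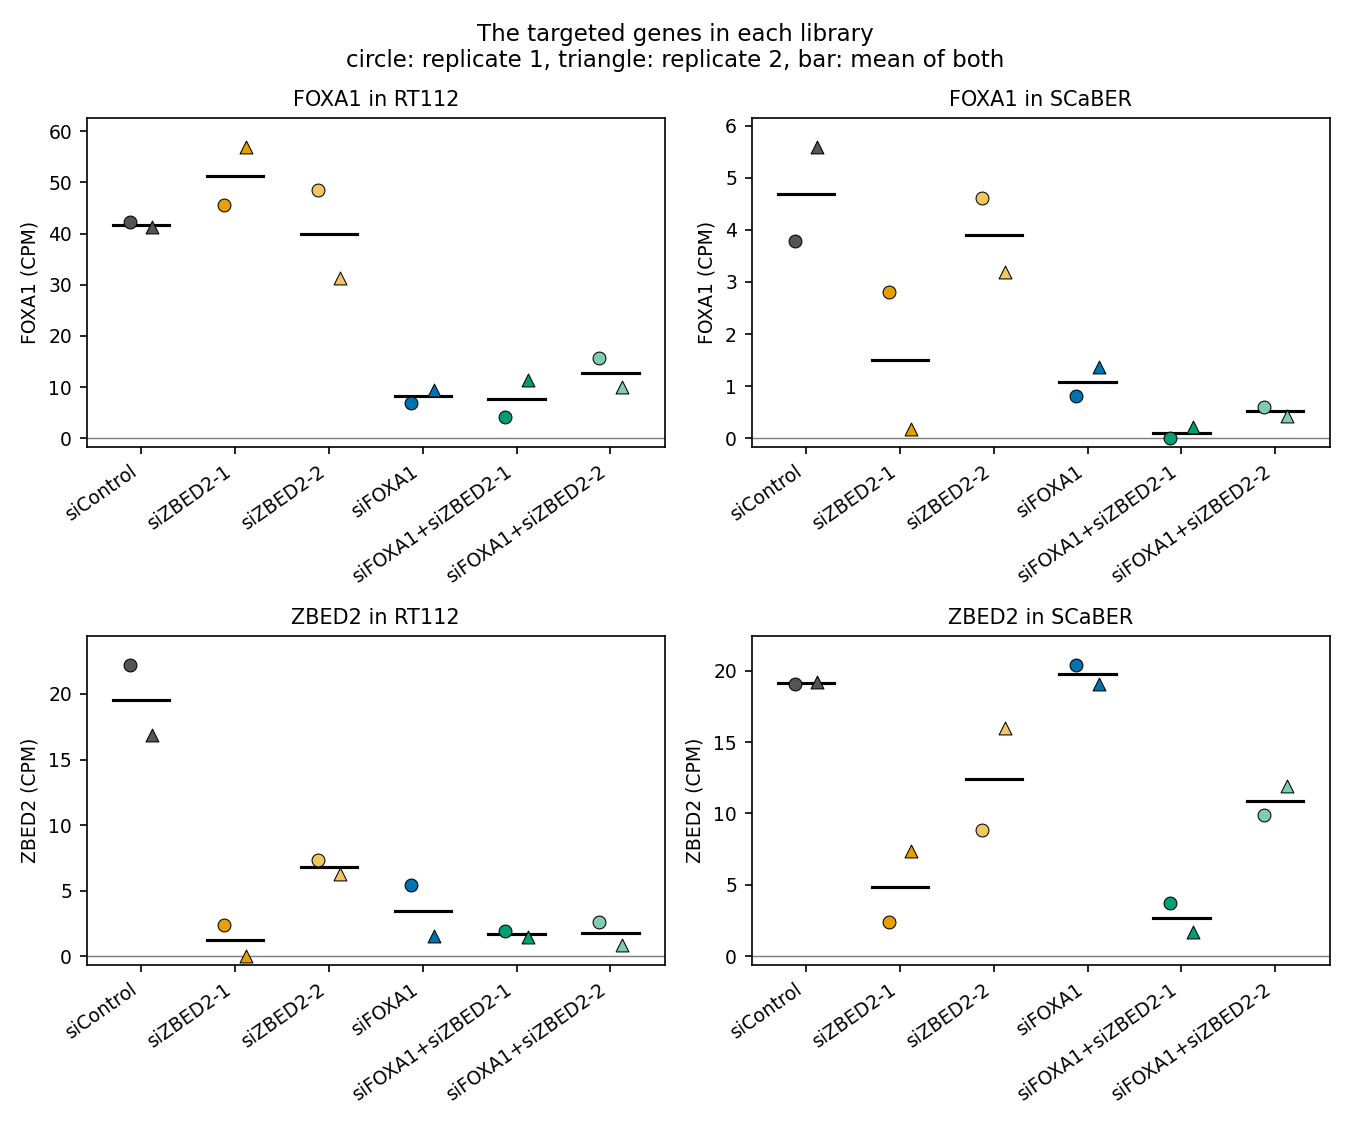
CPM of FOXA1 and ZBED2 (vertical axes) in the 6 treatments of each line (horizontal axes), with a circle for replicate 1, a triangle for replicate 2 and a bar for their mean. FOXA1 in RT112 fell from a mean of 41.7 CPM under siControl to 8.15 under siFOXA1, and ZBED2 in the library labelled SCaBER siZBED2-2 replicate 2 stood at 16.0 CPM.

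Whether FOXA1 and ZBED2 act on each other was read from the same values. In RT112 ZBED2 was lower under siFOXA1 in both libraries (27 and 7 counts; log2 fold change −2.48, SE 0.84, adjusted p 0.0325), and without siFOXA1 replicate 1 the value was −3.67. In SCaBER ZBED2 did not change with siFOXA1 beyond the replicate spread (0.05, SE 0.43, adjusted p 0.965). The difference between the lines did not pass (log2 −2.53, adjusted p 0.143). FOXA1 did not change with siZBED2 in RT112 (0.11, SE 0.30, adjusted p 0.932). In SCaBER the value was −0.95 (SE 0.96, adjusted p 0.806), and it rested on siZBED2-1 replicate 2, which held 1 count of FOXA1. Without that library it was −0.49.

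The effect of FOXA1 depletion on the transcriptome was then compared with siControl. In RT112, 3084 of 13264 genes were called, 1499 higher and 1585 lower, and 1677 of them changed at least 2-fold. In SCaBER 2341 of 13129 genes were called, 1144 higher and 1197 lower, and 1071 changed at least 2-fold. Of the 11763 genes tested in both lines, 1236 were called in both, and 1210 of these moved in the same direction. Of the alternatives, limma on TPM moved the balance of directions most. There 18.3% of the called genes were higher in RT112, beside 48.6% in the edgeR fit, and 31.2% beside 48.9% in SCaBER. On the TPM scale the median log2 change of all tested genes was −0.26 in RT112 and −0.13 in SCaBER, and with scaling to library size alone it was −0.11 and −0.09. With TMM and RLE factors the medians lay within 0.02 of 0, and all changes given here are relative to the TMM scale. The calls of the double knock-down against siControl numbered 2646 in RT112 (1276 higher) and 1510 in SCaBER (750 higher). Of these, 1986 and 1221 were also called under siFOXA1, with 1985 and 1220 in the same direction. On TPM 22.4% of the double knock-down calls were higher in RT112, beside 48.2%, and 36.2% beside 49.7% in SCaBER.

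**Figure D2:**
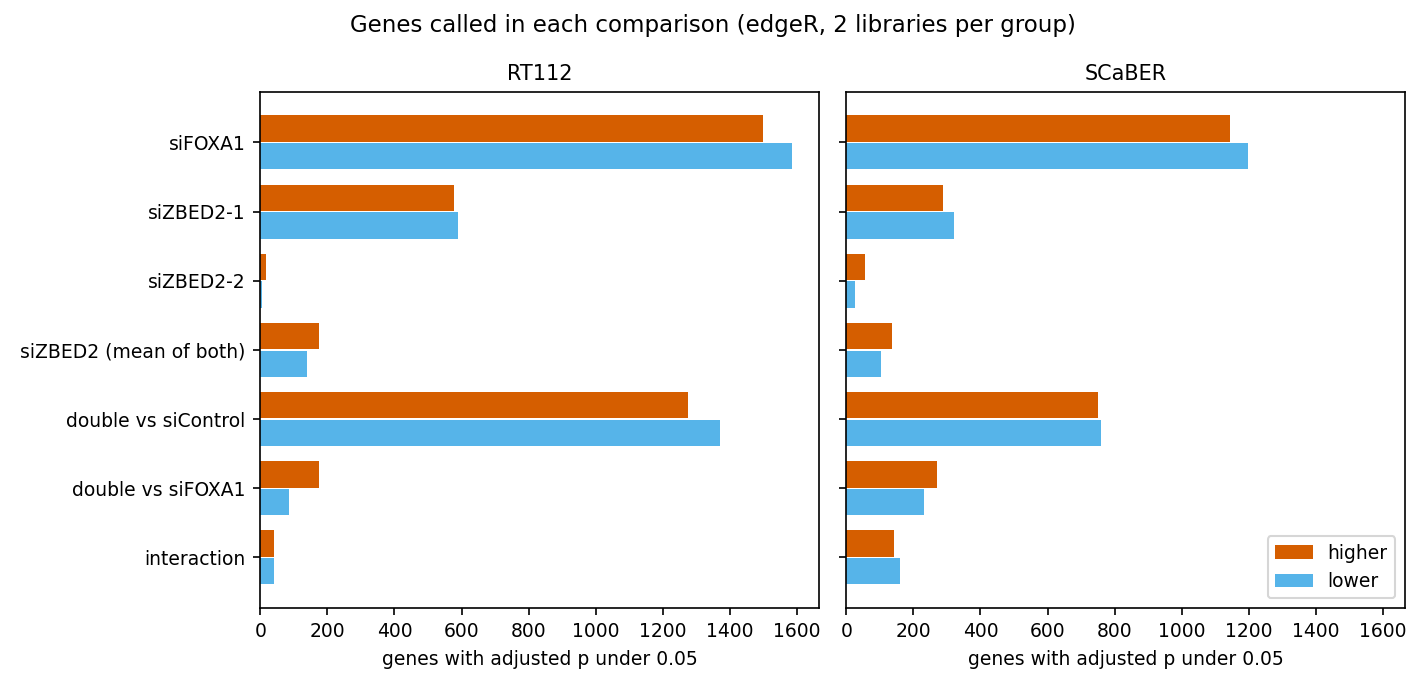
Number of genes with an adjusted p under 0.05 (horizontal axis) in each comparison (vertical axis), drawn as bars for genes higher and lower, by line. The siFOXA1 comparison called 3084 genes in RT112 and 2341 in SCaBER, and siZBED2-2 called 22 and 82.

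The genes with the smallest p under siFOXA1 were named for each line by the rule fixed in advance. In RT112 the higher genes were CLU (ENSG00000120885; chromosome 8, 27596917 to 27614700; log2 fold change 3.47, SE 0.19, adjusted p 3.3e-12), CPA4 (3.33, SE 0.19, adjusted p 5.76e-12) and SLC17A5 (3.46, SE 0.22, adjusted p 2.15e-11). CLU rose from 27.4 CPM ± 1.47 to 303 ± 44.9 (SD, n = 2). The lower genes were PPDPF (ENSG00000125534; chromosome 20, 63520741 to 63522206; −3.62, SE 0.20, adjusted p 4.71e-12), AGR2 (−3.44, SE 0.20) and ID1 (−3.08, SE 0.18), the latter pair with an adjusted p of 5.76e-12 each. In SCaBER the higher genes were ISG15 (ENSG00000187608; chromosome 1, 1013497 to 1014540; 2.57, SE 0.16, adjusted p 2.49e-13), ADAM8 (1.94, SE 0.12, adjusted p 2.57e-13) and IFIH1 (2.71, SE 0.18, adjusted p 5.1e-13). ISG15 and IFIH1 belong to the interferon list. The lower genes were TRMT112 (ENSG00000173113; chromosome 11, 64316460 to 64318596; −2.84, SE 0.12, adjusted p 9.62e-18), PPDPF (−3.51, SE 0.19, adjusted p 6.6e-15) and RPS2 (−1.81, SE 0.11, adjusted p 4.03e-14). RPS2 has many processed pseudogenes that can share its reads, so its level is uncertain. PPDPF stood at 1040.0 CPM ± 7.75 under siControl and 84.4 ± 36.6 under siFOXA1 in RT112, and at 366 ± 17.3 and 32.1 ± 6.55 in SCaBER (SD, n = 2). For each gene of this paragraph, both siFOXA1 libraries lay on the stated side of both siControl libraries.

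Interferon and cell cycle genes were tested in both lines because the study described changes of both with FOXA1 siRNA. In RT112 the interferon list had a median log2 fold change of 1.67 under siFOXA1, with 49 of 52 tested members higher (camera, adjusted p 6.43e-13). Of its members 27 were called over all genes tested (26 higher, 1 lower), and 31 when adjusted over the list alone. Since 13 members were shown by the study from these libraries, the latter count is not independent evidence. In 5 members the siControl libraries were all at or under the floor, and with their counts under 3 raised to 3 the median was 1.51. The test passed with fry (adjusted p 0.0457) and not at an estimated correlation (adjusted p 0.206). In SCaBER the median was 2.1, with 56 of 56 members higher (adjusted p 2.18e-95), 52 called over all genes tested and 53 adjusted over the list alone. That test passed under both alternatives. The cell cycle list moved down, with a median of −1.57 in RT112 (adjusted p 1.56e-38) and −1.15 in SCaBER (adjusted p 6.72e-50), and 0 of 69 members were higher in either line. It called 57 and 61 members over all genes tested, and 64 and 67 adjusted over the list alone. In RT112 this test passed with fry (adjusted p 0.00392) and not at an estimated correlation (adjusted p 0.124). For both lists and both lines, the medians of 2 of 2 siFOXA1 libraries lay on the stated side of the siControl libraries. In RT112 the interferon median was higher in replicate 1 than in replicate 2 under siFOXA1 (1.83 and 1.21) and under both double knock-downs (1.86 and 1.17; 1.58 and 0.44). In SCaBER it was higher in replicate 2 in 6 of 6 groups.

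**Figure D3:**
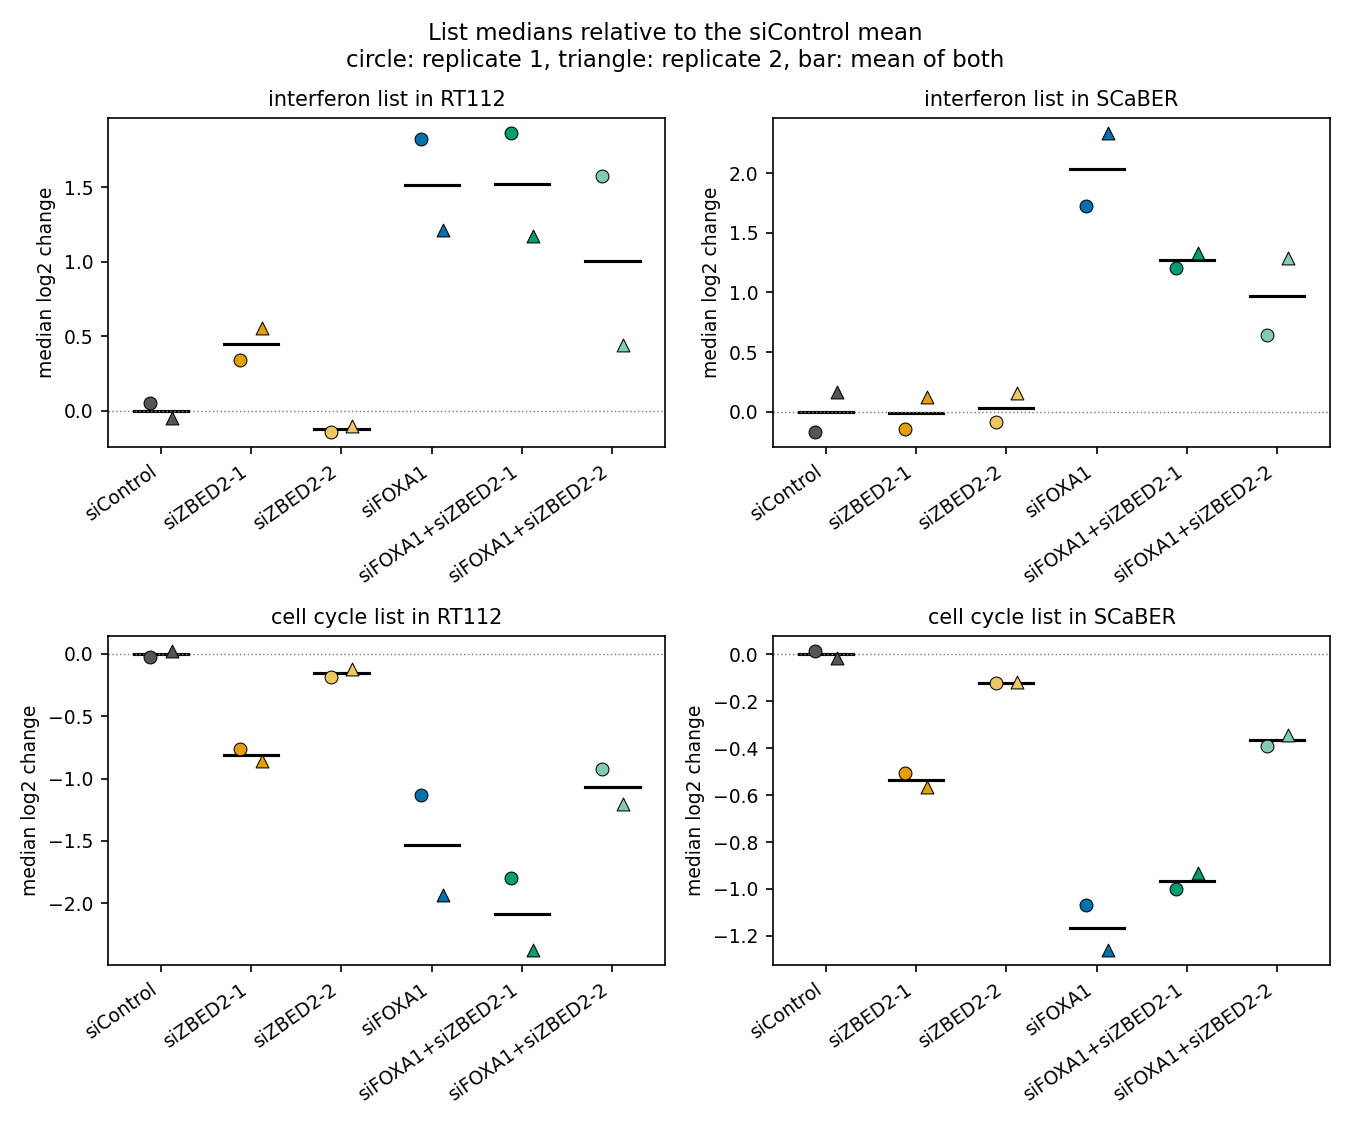
Median log2 change of the members of gene lists relative to the siControl mean of the same line (vertical axes), in each library of the 6 treatments (horizontal axes), with a circle for replicate 1, a triangle for replicate 2 and a bar for their mean. The interferon medians of the siFOXA1 libraries were 1.83 and 1.21 in RT112 and 1.73 and 2.34 in SCaBER.

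The remaining lists address luminal identity and inflammatory signalling. Luminal transcription factors had a median of −0.44 under siFOXA1 in RT112, with 1 of 14 higher (adjusted p 4.28e-04), and −0.37 in SCaBER, with 3 of 13 higher (adjusted p 0.0273). Both passed with fry (adjusted p 0.00392 and 0.00101) and not at an estimated correlation (adjusted p 0.15 and 0.136). Adjusted over the list alone 6 and 4 members were called, the same counts as over all genes tested. In SCaBER the value was −0.14 without siFOXA1 replicate 2 and −0.24 without siControl replicate 1. Luminal markers had medians of −0.42 (3 of 14 higher, adjusted p 0.0731) and −0.21 (2 of 7 higher, adjusted p 0.176). The medians of the single siFOXA1 libraries were −0.48 and −0.40 in RT112. In SCaBER they were −0.63 and −0.85, so the size of that change is uncertain. The RT112 value passed with fry (adjusted p 0.00227) and not at an estimated correlation (adjusted p 0.192). Basal markers had medians of −0.12 (6 of 17 higher, adjusted p 0.982) and −0.08 (10 of 24 higher, adjusted p 0.331). The TNF and NF-kB list had a median of 1.07 in RT112 (13 of 20 higher, adjusted p 0.0411; fry 0.00694, estimated correlation 0.206), and 0.32 in SCaBER (18 of 27 higher, adjusted p 0.0547). The latter passed with fry (adjusted p 0.0162) and not at an estimated correlation (adjusted p 0.175). In these lists the medians of both siFOXA1 libraries lay on the same side as the list, except for basal markers.

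STAT2 and CD274, which encodes PD-L1, were measured as single genes. STAT2 (ENSG00000170581; chromosome 12, 56341597 to 56360107) rose under siFOXA1 by a log2 fold change of 2.03 in RT112 (SE 0.31, adjusted p 2.32e-05) and 2.71 in SCaBER (SE 0.22, adjusted p 2.26e-11). Its mean was 12.1 CPM ± 0.0186 under siControl and 49.6 ± 6.35 under siFOXA1 in RT112, and 19.7 ± 2.11 and 129 ± 27.6 in SCaBER (SD, n = 2). CD274 (ENSG00000120217; chromosome 9, 5450542 to 5470554) rose by 3.20 in RT112 (SE 0.73, adjusted p 0.00204), from 7 and 6 counts to 60 and 58, and by 2.65 in SCaBER (SE 0.47, adjusted p 7.24e-05), from 18 and 28 counts to 118 and 144. IRF9 (chromosome 14, 24161265 to 24166565) rose by 3.50 in RT112 (SE 0.74, adjusted p 9.6e-04) and 1.76 in SCaBER (SE 0.59, adjusted p 0.0326). Both siFOXA1 libraries lay above both siControl libraries for each of these genes in each line.

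ZBED2 depletion was compared with siControl through each siRNA and through the mean of both. The mean called 314 genes in RT112 (176 higher, 138 lower) and 240 in SCaBER (135 higher, 105 lower), and with the replicate block 486 in RT112. The siRNAs differed in reach. siZBED2-1 called 1167 genes in RT112 and 610 in SCaBER. siZBED2-2 called 22 (18 higher) and 82 (56 higher), with 44 and 125 under the block. On TPM 76.9% of the siZBED2 calls in RT112 were higher, beside 56.1%, and 33.3% of the siZBED2-2 calls, beside 81.8%, out of 13 and 3 genes. Only 16 genes in RT112 and 47 in SCaBER were called for both siRNAs, of which 16 and 45 moved in the same direction. Across genes, which are not independent replicates, the log2 fold changes of the siRNAs correlated at 0.356 in RT112 and 0.393 in SCaBER. Groups simulated without any change against shared, likewise simulated siControl libraries gave 0.501 and 0.507. When each siRNA was set against a different siControl library, the correlation was 0.0617 and 0.0261. With the siControl libraries the other way round it was 0.0359 and 0.0404. The observed values lay below the level that shared controls alone gave in these simulations. The siFOXA1 and siZBED2 changes correlated at 0.421 and 0.420, with 0.574 and 0.578 in simulated unchanged groups and 0.130 and 0.0897 with no shared library.

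By the rule, the genes named for siZBED2 in RT112 were CALU (log2 fold change 1.32, SE 0.14, adjusted p 5.14e-06), LIPH (1.73, SE 0.18, adjusted p 5.14e-06) and MPRIP (1.01, SE 0.11, adjusted p 1.25e-05), which were higher, and UBAC1 (−1.23, SE 0.14, adjusted p 1.73e-05), YWHAH (−1.90, SE 0.25, adjusted p 4.59e-05) and TMEM14B (−1.46, SE 0.22, adjusted p 2.53e-04), which were lower. In SCaBER they were DDAH1 (1.69, SE 0.16, adjusted p 5.67e-08), YBX3 (1.00, SE 0.11, adjusted p 7.94e-07) and CLDN1 (1.11, SE 0.13, adjusted p 1.57e-06), higher, and MMP13 (−1.89, SE 0.26, adjusted p 1.33e-05), UBAC1 (−1.06, SE 0.15, adjusted p 2.23e-05) and CTH (−1.55, SE 0.24, adjusted p 1.53e-04), lower. All 4 siZBED2 libraries lay on the stated side of both siControl libraries for each of these genes. The siRNAs did not contribute alike. YWHAH stood at 5.35 and 5.09 CPM with siZBED2-1 in RT112 and at 52.3 and 54.2 with siZBED2-2, beside 55.2 and 69.7 under siControl. TMEM14B stood at 12.9 and 10.8 CPM with siZBED2-1, at 67.5 and 74.5 with siZBED2-2, and at 76.9 and 82.6 under siControl. Exactly 8 genes were called in the same direction for both siRNAs in both lines, all higher: CALU, GXYLT1, MPRIP, PRDX1, RAB7A, RPLP0, SKAP2 and TPM3. Their median log2 fold change under siZBED2 was 0.91 in RT112 and 0.74 in SCaBER. RPLP0 has processed pseudogenes that can share its reads, and its level is uncertain.

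STAT2 and CD274 were also measured under siZBED2. STAT2 rose under siZBED2 by a log2 fold change of 0.99 in RT112 (SE 0.28, adjusted p 0.054), higher in 4 of 4 libraries, which passed with the replicate block (0.97, adjusted p 0.0218) and with DESeq2 (1.00, adjusted p 0.0326). In SCaBER it rose by 1.04 (SE 0.20, adjusted p 0.0016), higher in 4 of 4 libraries, and it was called for siZBED2-1 (1.09, adjusted p 0.00161) and siZBED2-2 (0.99, adjusted p 0.0203) alike. The mean CPM of STAT2 in SCaBER was 19.7 ± 2.11 under siControl, 41.8 ± 0.579 with siZBED2-1 and 39.1 ± 5.02 with siZBED2-2 (SD, n = 2). CD274 was not called. Its log2 fold change was 1.19 in RT112 (SE 0.67, adjusted p 0.482), higher in 4 of 4 libraries at 12 to 20 counts, and 0.44 in SCaBER (SE 0.43, adjusted p 0.795), above both siControl libraries in 2 of 4. IRF9 gave 0.60 (SE 0.69, adjusted p 0.81) and −0.36 (SE 0.53, adjusted p 0.883), and without siControl replicate 2 the SCaBER value was 0.12.

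**Figure D4:**
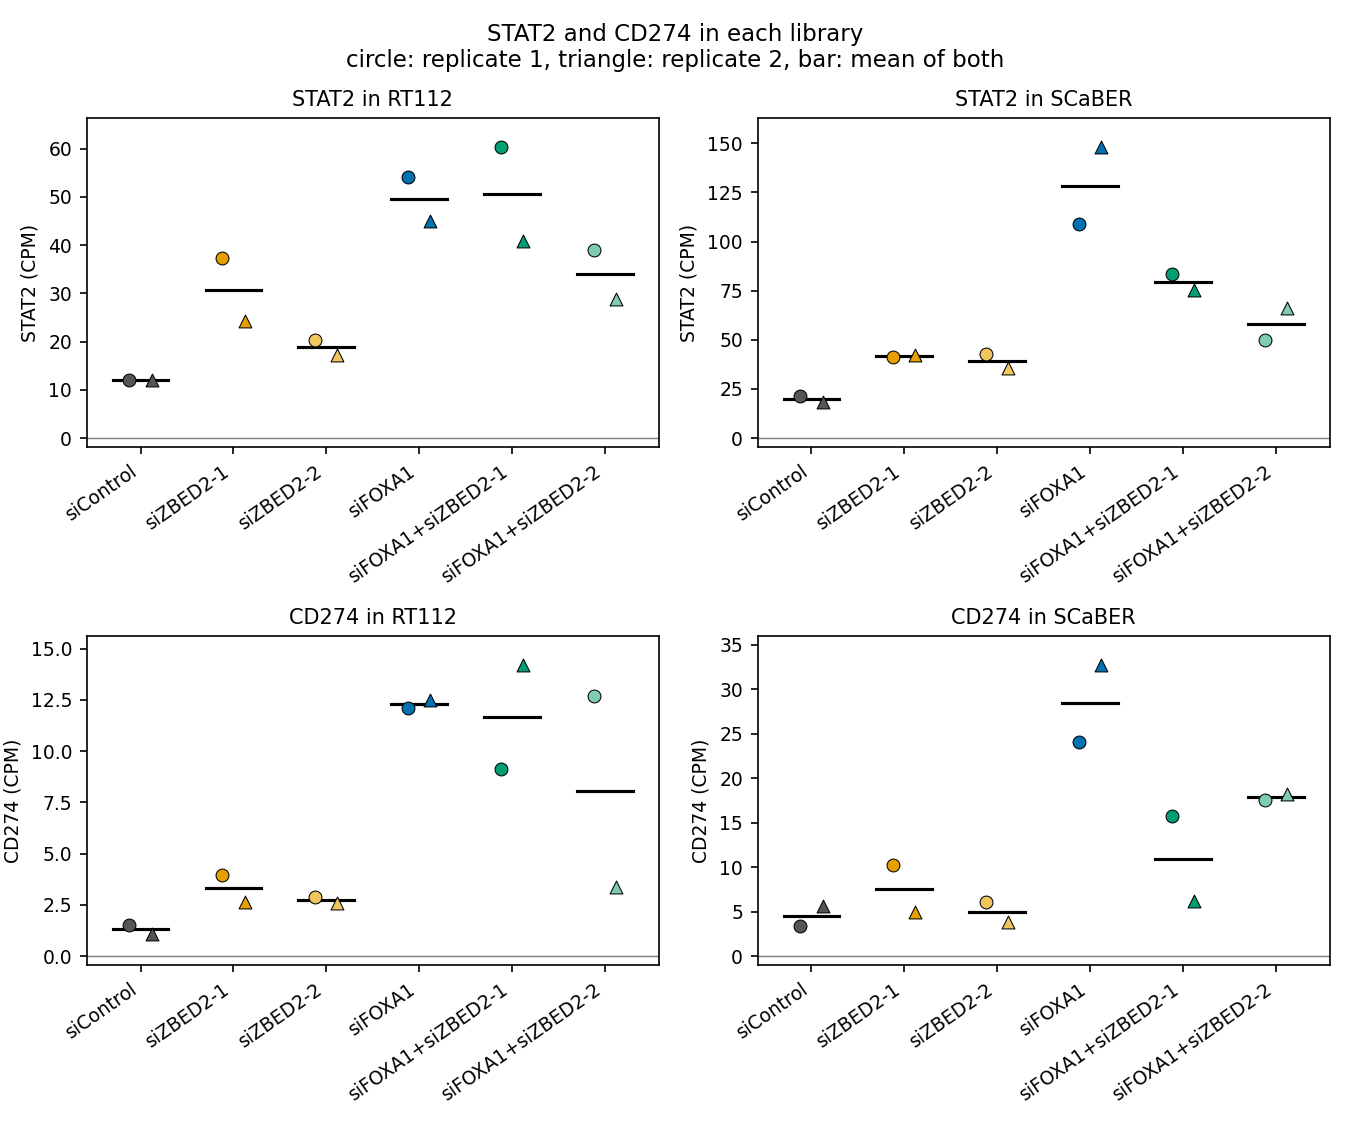
CPM of STAT2 and CD274 (vertical axes) in the 6 treatments of each line (horizontal axes), with a circle for replicate 1, a triangle for replicate 2 and a bar for their mean. STAT2 in SCaBER stood at a mean of 19.7 CPM under siControl, 41.8 with siZBED2-1 and 129 under siFOXA1.

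Among the lists, interferon genes did not pass for the mean of both ZBED2 siRNAs. Their median was 0.09 in RT112 (32 of 52 higher, adjusted p 0.216) and −0.02 in SCaBER (27 of 56 higher, adjusted p 0.869). In RT112 the value was 0.01 without siZBED2-2 replicate 2 and 0.16 without siControl replicate 1. The SCaBER value changed sign to 0.08 without siZBED2-1 replicate 1, to 0.07 without siZBED2-2 replicate 1 and to 0.18 without siControl replicate 2. These fits part libraries of equal replicate number. At equal numbers the differences from siControl in SCaBER were 0.02 and −0.04 with siZBED2-1, and 0.08 and −0.02 with siZBED2-2. In RT112 the siRNAs parted. With siZBED2-1 the median was 0.44, with 39 of 52 higher and 6 called, all higher (camera, unadjusted p 1.74e-04). With siZBED2-2 it was −0.07, with 16 of 52 higher and 0 called (camera, unadjusted p 0.0302). The mean over both siRNAs in RT112 therefore joined opposite moves. The cell cycle list had a median of −0.48 in RT112 (0 of 69 higher, adjusted p 1.04e-19) and −0.33 in SCaBER (3 of 69 higher, adjusted p 9.97e-18), lower in 4 of 4 libraries of each line. In RT112 it passed neither with fry (adjusted p 0.11) nor at an estimated correlation (adjusted p 0.206), and in SCaBER it passed with both. Here too siZBED2-1 gave the larger values (−0.77 and −0.54, beside −0.16 and −0.12 for siZBED2-2). Basal markers rose in SCaBER, with a median of 0.36 (20 of 24 higher, adjusted p 6.43e-13; 4 of 4 libraries), which held under both other tests. In RT112 their median was 0.10 (11 of 17 higher, adjusted p 0.0339), which passed neither with fry (adjusted p 0.0619) nor at an estimated correlation (adjusted p 0.137). There siZBED2-1 gave 0.95 (12 of 17 higher; 0.93 and 0.96 in its libraries) and siZBED2-2 gave 0 (8 of 17 higher). The TNF and NF-kB list gave 0.19 in RT112 (12 of 20 higher, adjusted p 0.0547), and −0.02 in SCaBER (13 of 27 higher, adjusted p 0.0327; fry 0.0724, estimated correlation 0.137), where members moved both ways. Luminal transcription factors gave 0.04 (9 of 14 higher, adjusted p 0.73) and −0.02 (5 of 13 higher, adjusted p 0.869), and luminal markers −0.003 (7 of 14 higher, adjusted p 0.235) and 0.05 (4 of 7 higher, adjusted p 0.869).

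The double knock-down was compared with siFOXA1 alone to ask whether ZBED2 depletion dampens the response to FOXA1 loss. It called 260 genes in RT112 (175 higher, 85 lower), with 444 under the replicate block, and 504 in SCaBER (271 higher, 233 lower). On TPM 74.8% of the SCaBER calls were higher, beside 53.8%. Of genes tested in both lines, 61 were called in both, all in the same direction. The named genes in RT112 were KRT4 (log2 fold change 1.47, SE 0.16, adjusted p 2.15e-05), F3 (1.69, SE 0.21, adjusted p 4.22e-05) and UPK2 (1.07, SE 0.14, adjusted p 1.38e-04), higher, and SQSTM1 (−1.12, SE 0.13, adjusted p 2.15e-05), SEMA7A (−1.59, SE 0.19, adjusted p 3.56e-05) and YWHAH (−1.31, SE 0.24, adjusted p 0.00487), lower. In SCaBER they were RPS2 (1.16, SE 0.09, adjusted p 1.14e-09), YBX3 (1.06, SE 0.11, adjusted p 3.06e-07) and PPDPF (1.52, SE 0.17, adjusted p 5.63e-07), higher, and SEMA7A (−1.67, SE 0.18), MMP13 (−2.41, SE 0.26) and ANKRD1 (−1.49, SE 0.16), lower, with an adjusted p of 3.06e-07 each. For all of them 4 of 4 double knock-down libraries lay on the stated side of both siFOXA1 libraries. SEMA7A, named in both lines, rose under siFOXA1 in SCaBER from 28 and 35.5 CPM to 242 and 290, and the doubles stood at 56.8 and 24.6 with siZBED2-1 and at 161 and 179 with siZBED2-2.

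In SCaBER the interferon list was lower in the double knock-down than under siFOXA1, with a median of −0.94 and 0 of 56 members higher (adjusted p 1.17e-66), lower in 4 of 4 libraries. Of its members 42 were called over all genes tested and 47 adjusted over the list alone. The cell cycle list was higher, with a median of 0.48 and 67 of 69 members higher (adjusted p 6.98e-27), higher in 4 of 4 libraries. Both tests also passed with fry and at an estimated correlation. At equal replicate numbers the cell cycle list of SCaBER moved by 0.07 and 0.33 with siZBED2-1 and by 0.68 and 0.92 with siZBED2-2, and the interferon list by −0.52 and −1.01 and by −1.08 and −1.04. In RT112 the interferon median was −0.30, with 10 of 52 members higher (adjusted p 0.0104). With fry the adjusted p was 0.577 and at an estimated correlation 0.586. The fits that left out a library also parted it from those of equal replicate number. There the value was −0.17 without siFOXA1+siZBED2-1 replicate 2 (adjusted p 0.216) and −0.06 without siFOXA1+siZBED2-2 replicate 2 (adjusted p 0.869). Without siFOXA1 replicate 1 the sign changed, at 0.19. With libraries compared at equal replicate numbers, the doubles differed from siFOXA1 by 0.04 and −0.04 with siZBED2-1 and by −0.25 and −0.77 with siZBED2-2. With the replicate block the median was −0.30 (adjusted p 9.49e-04). The double knock-down libraries of RT112 overlapped those of siFOXA1 in this list. The cell cycle median of RT112 was −0.04 (32 of 69 higher, adjusted p 0.7), a mean of opposite moves. Relative to siControl the libraries with siZBED2-1 stood at −1.79 and −2.37, those with siZBED2-2 at −0.93 and −1.21, and siFOXA1 alone at −1.13 and −1.93. That median was −0.22 without siFOXA1+siZBED2-1 replicate 1 (adjusted p 0.00627), 0.10 without siFOXA1+siZBED2-1 replicate 2 (adjusted p 0.0576), 0.46 without siFOXA1 replicate 1 and −0.42 without siFOXA1 replicate 2.

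Luminal markers were higher in the double knock-down of RT112, with a median of 0.12 (10 of 14 higher, adjusted p 5.55e-04, also past fry and an estimated correlation, 4 of 4 libraries), and 0.14 in SCaBER (5 of 7 higher, adjusted p 0.196). At equal replicate numbers the doubles of SCaBER differed from siFOXA1 by 0.38 and 0.91 with siZBED2-1, and by 0.31 and 0.75 with siZBED2-2. In RT112 these values were 0.32 and 0.30, and 0.26 and 0.17. The size of the change is thus uncertain. Luminal transcription factors gave 0.23 in RT112 (9 of 14 higher, adjusted p 0.0327, with fry 0.11, at an estimated correlation 0.269) and 0.18 in SCaBER (8 of 13 higher, adjusted p 0.283). At equal replicate numbers the doubles of RT112 differed from siFOXA1 by 0.10 and 0.12 with siZBED2-1, and by 0.05 and −0.06 with siZBED2-2. Those of SCaBER differed by −0.26 and 0.23, and by −0.30 and 0.09. In RT112 the double libraries overlapped those of siFOXA1 in this list. Basal markers gave 0.21 (12 of 17 higher, adjusted p 0.199) and 0.10 (17 of 24 higher, adjusted p 0.0339; fry 0.0724, estimated correlation 0.237). The TNF and NF-kB list gave −0.23 (4 of 20 higher, adjusted p 0.199) and −0.14 (10 of 27 higher, adjusted p 0.113). As single genes in SCaBER, STAT2 fell by 0.92 in the double against siFOXA1 (SE 0.17, adjusted p 5.32e-04), lower in 4 of 4 libraries. CD274 fell by 1.02 (SE 0.36, adjusted p 0.117), lower in 4 of 4. In RT112 neither passed: STAT2 gave −0.26 (SE 0.24, adjusted p 0.683) and CD274 −0.34 (SE 0.54, adjusted p 0.837). The lines were not shown to differ in the STAT2 value (0.66, SE 0.30, adjusted p 0.491). ZBED2 itself was lower in the doubles than under siFOXA1 in SCaBER (−1.85, SE 0.38, adjusted p 0.00256; 4 of 4 libraries). In RT112 it gave −1.03 (SE 0.75, adjusted p 0.573), and 0.17 without siFOXA1 replicate 1, so no further loss of ZBED2 was detectable at this depth. FOXA1 in the doubles of RT112 gave 0.28 against siFOXA1 (SE 0.35, adjusted p 0.773), and −0.18 without siFOXA1+siZBED2-1 replicate 2. In SCaBER FOXA1 had 4 and 6 counts under siFOXA1 and 0 to 3 in the doubles, too few to size a difference. IRF9 gave −0.88 (SE 0.53, adjusted p 0.48) and −0.48 (SE 0.47, adjusted p 0.701).

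The interaction tested directly whether the siZBED2 change differs with and without siFOXA1. It called 81 genes in RT112 (41 higher, 40 lower), with 212 under the block, and 300 in SCaBER (141 higher, 159 lower), with 508 under the block. On TPM 75% of 4 calls were higher in RT112, beside 50.6%, and 64.5% of 31 in SCaBER, beside 47.0%. STAT2 had an interaction of −1.96 in SCaBER (SE 0.26, adjusted p 2.2e-05) and −1.25 in RT112 (SE 0.37, adjusted p 0.126). In SCaBER its siZBED2 change was 1.04 without and −0.92 with siFOXA1, and all 4 libraries of either kind moved that way. The STAT2 interaction was not shown to differ between the lines (0.71, SE 0.44, adjusted p 0.905). With 6 libraries against 6, the FOXA1 siRNA over all ZBED2 backgrounds called 3981 genes in RT112 (1951 higher) and 2625 in SCaBER (1330 higher). On TPM 17.9% of these were higher in RT112, beside 49.0%, and 35.8% beside 50.7% in SCaBER. The ZBED2 siRNAs over both FOXA1 backgrounds called 17 genes in RT112 (14 higher) and 38 in SCaBER (27 higher). Leaving out siControl replicate 2 left 2 in RT112, leaving out siZBED2-2 replicate 2 gave 44, and leaving out siFOXA1 replicate 2 left 13 in SCaBER. On TPM all 3 calls of RT112 were higher. Of the SCaBER calls 71.1% were higher, beside 51.3% without a filter, 54.8% without siControl replicate 1 and 92.3% without siFOXA1 replicate 2.

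Finally, the lines were compared with each other. Between the siControl groups 4981 of 14823 genes differed, 2543 higher and 2438 lower in SCaBER, and on TPM 65.7% of the calls were higher, beside 51.1%. Luminal markers were lower in SCaBER by a median log2 of −6.48 (0 of 14 higher, adjusted p 2.59e-30) and luminal transcription factors by −1.71 (1 of 14 higher, adjusted p 8.33e-11). Basal markers were higher by 4.72 (21 of 24, adjusted p 1.04e-23), interferon genes by 2.50 (49 of 56, adjusted p 3.18e-17) and the TNF and NF-kB list by 3.36 (25 of 28, adjusted p 9.42e-18). The cell cycle list did not pass as a list (−0.03, 32 of 69, adjusted p 0.837). Of its members 16 were called, 7 of them higher. The effect of siFOXA1 differed between the lines for 382 genes, with 173 more positive in RT112 and 209 more negative, and on TPM 28.3% were more positive, beside 45.3%. The effect of siZBED2 differed for 11 genes, 7 of them more positive in RT112. Across 11763 genes the siFOXA1 changes of the lines correlated at 0.391 (Pearson) and 0.458 (Spearman), and the siZBED2 changes at 0.160 and 0.242, with no library shared between lines. Called in both lines for siZBED2 were 79 genes, all in the same direction.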

Values the study reported

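The study aimed for a mean depth of 10 M reads in each 3′ RNA-seq library. In another experiment, on clones in which FOXA1 had been mutated by CRISPR, the study reported 1040 differentially expressed genes in RT112 and 1102 in SD48. These clones are not the siRNA-treated cells measured here.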

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

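The tests on the mitochondrial share and on ZBED2 under siFOXA1 and the comparisons with single libraries in this part were chosen only after the result was seen, and the other tests before. Differences in effect between the lines are RT112 minus SCaBER in the edgeR fit of 24 libraries, with a direct test of the difference. The baseline difference of FOXA1 is SCaBER minus RT112.

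The change under siFOXA1 differed between the lines for 382 of 14823 genes, 173 more positive and 209 more negative in RT112. This was picked out because the same siRNA gave unequal changes in a luminal papillary and a basal/squamous line. Of these calls 79.8% had at least 10 CPM in both siControl groups. A test limited to the 7493 genes at that level called 430, which argues against counting noise of low genes as the whole cause. The mitochondrial shares of the libraries could shift the difference of the other genes, all alike, by at most 0.31. Of the 382 calls 296 were other genes with a difference of at least 1, which argues against the mitochondrial share as the whole cause. What stays open is a difference in how far FOXA1 was depleted: FOXA1 was lower at baseline in SCaBER by a log2 of −3.17, and its 4 and 6 counts under siFOXA1 there leave the remaining level uncertain. The biological difference that the design names, the luminal or basal/squamous state of the lines, also stays open and was not tested apart from the lines themselves. A line-specific response may thus explain the 430 genes, but a single line of each state was measured.

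The change under siZBED2 differed for 11 genes, 7 more positive and 4 more negative in RT112. Of these calls 54.5% had at least 10 CPM in both siControl groups. The test limited to such genes also called 11, which argues against counting noise of low genes as the whole cause. The difference in ZBED2 depletion between the lines was −1.46 (SE 0.79, adjusted p 0.836), which does not show unequal depletion and does not exclude it. Unequal depletion could thus contribute to these 11 genes. The biological difference between the lines stays open and was not tested.

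Lists differed in 6 of 18 tests between the lines, by camera at the preset correlation, which does not test the median itself. These tests were not repeated with fry or at an estimated correlation, where fewer list calls within the lines had held. Under siFOXA1 the interferon median differed by −0.26 (22 of 56 members higher, adjusted p 0.0111), the cell cycle median by −0.18 (18 of 69, adjusted p 6.51e-04) and the TNF and NF-kB median by 0.59 (18 of 28, adjusted p 0.0238). The per-library interferon medians under siFOXA1 were 1.83 and 1.21 in RT112 and 1.73 and 2.34 in SCaBER, and those of the cell cycle list −1.13 and −1.93 against −1.07 and −1.26. The interferon and cell cycle differences were thus smaller than the gap between the replicates of RT112. The TNF and NF-kB medians of both RT112 libraries (0.90 and 1.11) lay above both SCaBER libraries (0.26 and 0.35). Under siZBED2 the cell cycle median differed by −0.16 (19 of 69, adjusted p 0.0105). With siZBED2-1 the libraries of RT112 stood at −0.77 and −0.86 and those of SCaBER at −0.51 and −0.56, while with siZBED2-2 all 4 libraries lay between −0.18 and −0.12. No technical explanation of these list differences was tested, and the biological difference between the lines stays open.

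In the double knock-down against siFOXA1 the interferon median differed by 0.58 (48 of 56 higher, adjusted p 1.26e-09) and the cell cycle median by −0.53 (6 of 69 higher, adjusted p 1.64e-15), so the lists moved further towards siControl in SCaBER. In RT112 the siZBED2-1 and siZBED2-2 doubles went opposite ways in the cell cycle list, and the interferon value went from −0.30 to 0.19 without siFOXA1 replicate 1, a fit that parts libraries of equal replicate number. At equal replicate numbers the RT112 doubles differed from siFOXA1 in the interferon list by 0.04 and −0.04 with siZBED2-1 and by −0.25 and −0.77 with siZBED2-2, so the RT112 side of the difference depends on the siRNA. ZBED2 was already low under siFOXA1 in RT112 (27 and 7 counts) and not in SCaBER (100 and 84). A candidate explanation is that less ZBED2 was left to remove in RT112. The log2 change of ZBED2 with the FOXA1 siRNA over all backgrounds in RT112 was −1.52 (adjusted p 0.0474). That fit includes the siControl and siFOXA1 libraries that showed the loss, so it partly restates it. In the other libraries ZBED2 had 38 and 36 counts with siZBED2-2 and 12 and 4 in its double. With siZBED2-1 it had 12 and 0 counts, and 9 and 7 in its double. The fall thus recurred with siZBED2-2 and not with siZBED2-1, and counting noise of few counts is not excluded. Whether the loss of ZBED2 explains the weaker effect of the double in RT112 was not tested, and the biological difference between the lines stays open.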

How the results depend on the processing

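The alternatives that left out mitochondrial genes were added after the data were seen, and all others were chosen earlier. Over 69 results, 595 alternative values were computed, of which 489 kept their direction and their side of the threshold, or moved less than the limits set for counts and untested values, and 106 changed. RLE size factors changed none of 21 counts, 14 lists and 30 single-gene results, and leaving out mitochondrial genes none of its 3 counts, which says little because TMM factors already allow for their share. Except where a cause is named, the cause was not tested.

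Counts of genes were kept under DESeq2 in 14 of 21 results. The others were 66 for siZBED2-2 in RT112 (22 in the edgeR fit), 396 for the double against siFOXA1 in RT112 (260), 248 for the interaction in RT112 (81), 100 and 137 for the ZBED2 siRNAs over all backgrounds in RT112 (17) and SCaBER (38), and 599 and 45 for the line differences under siFOXA1 (382) and siZBED2 (11). Without a low-count filter 6 counts moved, in the same order to 58, 430, 224, 209 and 224, and to 61 for the line difference under siZBED2. On simulated data DESeq2 made 11.8% false calls, beside 5.10% for edgeR.

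With the replicate block the counts rose to 486 for siZBED2 (314), 44 for siZBED2-2 (22), 444 for the double against siFOXA1 (260) and 212 for the interaction (81) in RT112, to 125 for siZBED2-2 (82) and 508 for the interaction (300) in SCaBER, and to 27 for the line difference under siZBED2 (11). STAT2 under siZBED2 in RT112 and ZBED2 under siZBED2 in SCaBER passed with the block. The block changed no other call.

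With limma on TPM, 16 of 21 counts moved, all downward. In RT112 they were 13 for siZBED2, 345 for siZBED2-1, 3 for siZBED2-2, 1655 for the double against siControl, 3 for the double against siFOXA1, 4 for the interaction and 3 for the ZBED2 siRNAs over all backgrounds. In SCaBER they were 82, 236, 3, 850, 214, 31 and 13 in the same order. The line differences were 251 under siFOXA1 and 5 under siZBED2. The counts under siFOXA1 stayed within the limit of 1.5 times. A fit on the libraries of the contrast alone has fewer libraries to estimate spread from, and gave 46 for siZBED2-2 in SCaBER (82) and 250 for the line difference under siFOXA1 (382).

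Leaving out each library in turn gave 2 to 44 genes for the ZBED2 siRNAs over all backgrounds in RT112 and 13 to 57 in SCaBER. The 8 other counts with such fits stayed within 1.5 times. The share of higher genes moved as well. For these siRNAs in SCaBER it was 71.1%, and 51.3% without a filter, 54.8% and 60.9% without siControl replicate 1 and 2, and 86.2% and 92.3% without siFOXA1 replicate 1 and 2. In RT112 it was 82.4%, and 100% without either siControl replicate. For siZBED2-2 in RT112 it was 81.8%, and 66.7% with DESeq2, 60.3% without a filter and 65.9% with the block. For the line difference under siZBED2 it was 63.6%, and 51.1% with DESeq2, 51.9% with the block and 80% on TPM.

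Of the 18 list tests that passed with camera, 12 passed with fry and 7 at an estimated correlation. Among the 14 list results recomputed under all alternatives, 6 calls were lost at an estimated correlation with unchanged medians: interferon (1.67) and cell cycle (−1.57) under siFOXA1, cell cycle under siZBED2 (−0.48), interferon in the double against siFOXA1 (−0.30) and luminal transcription factors (−0.44) under siFOXA1 in RT112, and the latter (−0.37) in SCaBER. Their adjusted p ran from 0.124 to 0.586. With fry the cell cycle call under siZBED2 (−0.48, adjusted p 0.11) and the interferon call of the double (−0.30, adjusted p 0.577) in RT112 were lost.

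With libraries left out, list medians in RT112 ranged from −0.42 to 0.46 for cell cycle and from −0.63 to 0.19 for interferon in the double against siFOXA1, and from −1.96 to −1.14 for cell cycle and −0.58 to −0.39 for luminal transcription factors under siFOXA1. In SCaBER they ranged from 0.41 to 0.59 for cell cycle in the double, from −1.29 to −1.09 for cell cycle, 1.69 to 2.38 for interferon and −0.50 to −0.14 for luminal transcription factors under siFOXA1, and from −0.33 to −0.30 for cell cycle and −0.16 to 0.18 for interferon under siZBED2. The reversed values were 0.10 for the RT112 cell cycle list in the double without siFOXA1+siZBED2-1 replicate 2, and 0.08 and 0.07 for the SCaBER interferon list under siZBED2 without replicate 1 of siZBED2-1 and of siZBED2-2. In fits without a test signs also changed, to 0.46 (cell cycle) and 0.19 (interferon) in the RT112 double without siFOXA1 replicate 1, and to 0.18 for the SCaBER interferon list under siZBED2 without siControl replicate 2. Each of these fits parted libraries of equal replicate number. With the replicate block the sign of these 3 results stayed as in the edgeR fit.

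Correlations between comparisons depend on genes and method. With Spearman they were 0.348 and 0.377 for the ZBED2 siRNAs in RT112 and SCaBER, and 0.398 and 0.393 for siFOXA1 with siZBED2. Over genes with a mean of at least 50 CPM, 3 moved, to 0.376 for the siRNAs in RT112 and to 0.445 and 0.370 for siFOXA1 with siZBED2. With no shared library they were 0.0617, 0.0261, 0.130 and 0.0897, by construction the only setting without a shared control. With the siControl libraries the other way round they were 0.0359, 0.0404, 0.133 and 0.0903. Single genes changed in 16 fits that left out a library, as moved values without a test. DESeq2 passed STAT2 under siZBED2 in RT112, and gave no adjusted p for 6 of 30 single-gene results, all in SCaBER, which therefore have no value there. Fits that left a group with 1 library gave values without a test. Depth limits FOXA1 in SCaBER, which had 28 counts or fewer in each library. Its loss could not be sized there. With counts under 3 raised to 3, the doubles were 7.73-fold lower than siControl, a value with counting error in both arms.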

Other observations

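The tests on low siControl libraries, siRNA amount, FOXA1 levels in the double knock-down, ZBED2 at few counts, the 8 shared genes, STAT2, the cell cycle list in each double and the mitochondrial share as a cause of calls were chosen only after the result was seen, and the rest before.

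The median total count was 4990881 per library. That is lower than the depth quoted from the study above, which is in reads and not in counts assigned to genes. The siFOXA1 comparison in RT112 called 3084 genes. That is higher than the number quoted from the study above, which compared mutant clones and not siRNA.

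Interferon genes rose under siFOXA1 in both lines. Unusually low siControl libraries would make every siRNA look like an inducer. Set against the mean of the siZBED2 groups instead, siFOXA1 still gave a list median of 1.46 in RT112 (50 of 52 members higher) and 2.11 in SCaBER (56 of 56), which argues against low siControl libraries in both lines. Double-stranded RNA can itself induce interferon genes, so the amount of transfected siRNA is a second explanation. The siZBED2 libraries were single transfections as well, for which the study states the same amount. If that amount held in each library, these values of 1.46 and 2.11 also argue against amount as the whole cause. The total in the doubles was not used here, so they were not used to judge amount. An effect of this 1 siRNA sequence apart from FOXA1 stays open in both lines, and the labels name no other FOXA1 siRNA. So does a response to the loss of FOXA1, which may be the biological explanation.

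Gene changes under siFOXA1 correlated between lines at 0.391 across 11763 genes, although FOXA1 differed at baseline by a log2 of −3.17 (SCaBER minus RT112). Effects of the FOXA1 siRNA apart from FOXA1 would be shared as well, and with 1 siRNA and no rescue they cannot be told apart from effects of FOXA1. A gene singled out after its values were seen illustrates the question. TRMT112 fell by 2.16 in RT112 and fell by 2.84 in SCaBER, the line with little FOXA1. In SCaBER it stood at 116 CPM ± 12.0 under siFOXA1, 116 ± 3.86 and 118 ± 0.124 in the doubles, and 831 ± 54.0 under siControl (SD, n = 2). PPDPF fell by 3.62 and 3.51, but was higher in the doubles than under siFOXA1 in both lines. It stood there at 200 ± 9.33 and 210 ± 57.6 CPM in RT112, and at 96.2 ± 37.8 and 89.1 ± 2.83 CPM in SCaBER. The line difference of TRMT112 was 0.68 (SE 0.19, adjusted p 0.0503) and did not pass. Its fall also in the line where FOXA1 is scarce might come from the siRNA sequence, which a second FOXA1 siRNA would test.

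The double knock-down lowered the interferon list against siFOXA1 in SCaBER. A general weakening of the siFOXA1 response would shrink all genes alike. Among 2816 other genes, picked by their call in RT112, the doubles kept 0.639 (SE 0.0498) of the siFOXA1 change in SCaBER. The interferon list kept 0.580 (SE 0.140) and the cell cycle list 0.602 (SE 0.0457), so over the mean of both doubles other genes were dampened in a similar measure. In RT112 the shares were 0.778 (SE 0.0825) for 2105 other genes, 0.798 (SE 0.322) for interferon and 1.00 (SE 0.254) for cell cycle. For interferon these values are consistent with a general weakening in both lines, though the error in RT112 also allows no dampening. The doubles differed in the cell cycle list. In SCaBER it kept 0.856 (SE 0.0571) with siZBED2-1 and 0.348 (SE 0.0459) with siZBED2-2, beside 0.722 (SE 0.0571) and 0.555 (SE 0.0529) for other genes. The gaps of 0.133 (SE 0.0406) and −0.207 (SE 0.0392) argue against a general weakening as the whole cause for that list. Interferon kept 0.652 (SE 0.160) and 0.507 (SE 0.150), without a gap beyond its error (−0.0705, SE 0.138; −0.0477, SE 0.135). In RT112 the cell cycle shares were 1.33 (SE 0.319) and 0.673 (SE 0.232), beside 0.891 (SE 0.095) and 0.665 (SE 0.0851) for other genes. The gaps were 0.436 (SE 0.176) and 0.0088 (SE 0.116). Weaker FOXA1 depletion when 2 siRNAs compete could bring the dampening about. The change of FOXA1 from siFOXA1 to the double was 0.28 (SE 0.35) in RT112 and −2.10 in SCaBER, where the doubles held 0 to 3 counts. FOXA1 in RT112 stood at 8.15 CPM ± 1.85 under siFOXA1, 7.68 ± 5.16 with siZBED2-1 added and 12.7 ± 4 with siZBED2-2 added (SD, n = 2). The error in RT112 is too wide to tell weaker from equal depletion. In SCaBER FOXA1 was lower in the doubles, so weaker depletion was not seen there, but the counts are too few to exclude it. A dampening through ZBED2 itself stays open.

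siZBED2-1 changed more genes than siZBED2-2 in both lines. Less depletion of ZBED2 by siZBED2-2 would shrink all changes in the same measure. Genes called for siZBED2-1 in the other line showed 0.206 (SE 0.0648, 569 genes) of the siZBED2-1 change under siZBED2-2 in RT112 and 0.216 (SE 0.0405, 1100 genes) in SCaBER. ZBED2 itself showed 0.383 (SE 0.219) and 0.314 (SE 0.234), too imprecise to decide, so weaker depletion and other causes cannot be told apart. Effects of siZBED2-1 apart from ZBED2 would recur in both lines. The siRNAs differed directly for 1031 genes in RT112 and 527 in SCaBER, 184 in both and 181 in the same direction, against 40.4 expected of independent lists. Both explanations allow that number, which leaves them open. Genes with this difference, picked after their values were seen, include ACLY (−2.10 in RT112, −1.77 in SCaBER), YWHAH (−3.34, −2.08), TMEM14B (−2.58, −2.96) and DAB2 (4.71, 1.96). They might be sequence effects of siZBED2-1, for which a further ZBED2 siRNA would be needed.

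Every siRNA was compared with the same siControl libraries, so a change of the siControl libraries would appear in every comparison with siControl and vanish between the other groups. Genes called for siZBED2 in the other line moved by a mean of 0.53 (SE 0.04) in RT112 and 0.39 (SE 0.02) in SCaBER against siControl. When a ZBED2 siRNA was added to siFOXA1 they moved the same way by 0.24 (SE 0.04) and 0.07 (SE 0.02), shares of 0.442 (SE 0.0788, 223 genes) and 0.167 (SE 0.0519, 296 genes). A change that lay in siControl alone would give 0, which argues against it as the whole cause. It may still be the larger part in SCaBER, where the share was small, and the same genes moved by 0.40 in RT112 and 0.37 in SCaBER under siFOXA1. The 8 genes called for both ZBED2 siRNAs in both lines had a median of 0.94 over both lines under siFOXA1, and 7 of the 8 were called higher under siFOXA1 in each line. RPLP0 was the exception (0.14 and 0.16 under siFOXA1), and it rose in the double against siFOXA1 by 0.70 (adjusted p 2.78e-04) and 0.74 (adjusted p 5.63e-07), with reads that pseudogenes can share. In the double against siFOXA1 the median of the 8 was 0.25, with 4 called in RT112 and 1 in SCaBER. Their mean there was 0.35 (SE 0.03) in RT112 and 0.24 (SE 0.03) in SCaBER, and 0.30 (SE 0.03) and 0.17 (SE 0.04) for the 7 without RPLP0. A change of siControl alone would give 0, which argues against it as the whole cause. It may still be the larger part, since the 7 moved by 0.95 and 0.81 under siZBED2. For them an effect shared by the siRNAs apart from siControl cannot be told apart from an effect of ZBED2, because siFOXA1 raised them as well. The rise of STAT2 under siZBED2 did not recur on the siFOXA1 background, where the change was −0.26 in RT112 and −0.92 in SCaBER. A change of siControl, or a limit on induction where siFOXA1 had already raised STAT2, would each give about 0 there. Neither accounts for the fall in SCaBER (SE 0.17, adjusted p 5.32e-04; interaction −1.96, SE 0.26), where the response to siFOXA1 was dampened as described above. That dampening hides whether the rise recurs, so for the rise itself a change of siControl cannot be told apart from an effect of ZBED2. In RT112 the error (SE 0.24) is too wide to decide.

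The FOXA1 siRNA over all backgrounds called 3981 genes in RT112 and 2625 in SCaBER. Of 100 splits drawn from the 462 possible splits into 6 and 6 libraries, only the real split gave as many (1 of 100 in each line). The highest other counts were 525 and 1276, in splits that shared 8 of 12 assignments with the real split. Both had siControl, siZBED2-2 and siFOXA1+siZBED2-2 in the same arm. With the ZBED2 siRNA as a term of the fit, such a split still compares siFOXA1 with siControl. The split by replicate number did not reach the real count in either line. The ZBED2 siRNAs called 17 genes in RT112, reached by 1 of 100 splits drawn from 495, with 15 as the next highest. In SCaBER they called 38, and 2 of 100 splits gave as many, with 208 as the highest, in a split that shared 8 of 12 assignments with the real split. That split had siControl and siZBED2-2 in the same arm. With the FOXA1 siRNA as a term of the fit, it compares siZBED2-1 with these groups, so nearness to the real split does not explain its count. Among splits whose arms each held as many libraries of replicate 1 as of replicate 2, as the real split does, the number with as many genes was 1 of 57 and 1 of 44 for FOXA1, and 1 of 51 and 2 of 39 for ZBED2, in RT112 and SCaBER.

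Transcripts of the mitochondrial genome took 20.4% ± 1.5 (SD, n = 6) of the counts in RT112 libraries with the FOXA1 siRNA and 14.6% ± 3.68 (SD, n = 6) without it. The exact two-sided permutation p was 0.00216, the smallest that 6 against 6 allows. In SCaBER the shares were 11.5% ± 1.28 and 10.5% ± 0.893 (SD, n = 6; exact permutation p 0.154). Total counts did not differ in RT112 (exact permutation p 0.968), which argues against depth as the cause. Of 29 mitochondrial genes tested, 12 were called under siFOXA1 in RT112 (median 0.60) and 8 in SCaBER (median 0.45). A larger mitochondrial share lowers all other genes alike on a scale of total counts, between 2 RT112 libraries by a log2 of 0.25 at most. Of the 3084 calls under siFOXA1 in RT112, 1672 were other genes that changed by at least 1, which argues against the mitochondrial share as their cause. The share without the FOXA1 siRNA ran from 8.22% to 17.78%, so libraries without it differed among themselves as well. RNA quality and cell stress were not tested and stay open, as does an effect of FOXA1.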
